A study of Homo sapiens with 12 samples. Its data were reported in "Multimodal profiling of pancreatic cancer reveals a TIMP-1-dominated secretory profile determining pro-tumor immunoinstruction in human cancers" (2026).

How the data were processed

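RNA of MIA PaCa-2 cells was sequenced in 12 libraries, 3 biological replicates of each of 4 lines. Per the labels these were the unmodified line (WT), a CRISPR Control line that carried only a silent change, and TIMP1 KO 1 and TIMP1 KO 2, in which exon 4 of TIMP1 was targeted. The groups and replicate numbers were taken from the sample titles. TIMP1 KO 1 and KO 2 are called the deficient lines here, and WT and CRISPR Control the competent lines.

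The authors removed adapters and poor bases with Cutadapt, mapped the read pairs to the human genome build GRCh38 with STAR, counted reads per gene with featureCounts and divided the counts of each library by a DESeq2 size factor. The deposited values are therefore a signal of read counts scaled to a common level across libraries. Replicates were not pooled. The methods do not state the strand setting of the counting or the annotation release, so reads from genes that overlap on opposite strands may be assigned to either gene. The scaling makes the typical gene equal between libraries. A difference that moved most genes the same way would be removed by it.

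Values in each library were whole multiples of a single step, the inverse of the size factor. Dividing by that step returned whole reads for 100% of the positive values in every library, within a tolerance of 0.01 reads. The recovered reads gave the depth of each library, which ran from 26908701 to 36093563 reads in genes. They also gave a floor of 3 reads, the upper limit that a count of 0 allows. Floors cover counting error only, because reads copied by PCR are not independent molecules. A fold against a line whose 3 libraries were all at or under the floor was computed against the floor and is given as a bound.

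The table held 63086 genes and 1 blank line, which was left out. It also held 4 columns of line means, which were not used. They equalled the means of the libraries for 100% of the 60735 genes compared. Of the gene identifiers, 99.1% matched the Ensembl gene names given for this work after the version was removed. Coordinates are of GRCh38, from an annotation that need not be the authors' release.

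The main test was limma (version 3.58.1, in R 4.3.3) on log2(normalised count + 1). It was run on the 15987 genes with a mean normalised count of at least 10 over the 12 libraries, which held 99.9% of the reads. lmFit and contrasts.fit estimated 4 line means from all 12 libraries, so that the lines shared a spread per gene, and eBayes was run with a trend. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 fold changes are on the log2(value + 1) scale, which understates the change of low genes. The 6 pairs of lines were compared, and also the mean of the deficient lines with the mean of the competent lines. All SEs and p-values of these tests rest on the spread of libraries within a line. They do not measure variation between clones. The intersection took the genes that differed from WT in both KO lines in the same direction and did not differ between CRISPR Control and WT. The study defined its TIMP1-dependent genes by such an intersection with DESeq2, and the condition on direction was added here.

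The study tested the fold changes of its intersection against gene sets of Gene Ontology processes, which were not used here. In their place 7 lists were written, with members from general knowledge or, for CISS, from the study. They covered interferon-stimulated genes, cytokines and innate defence genes, antigen presentation by MHC class I, DNA replication, mitosis and chromosome segregation, RNA splicing, and the secreted factors of the study's cancer-immunoinstructive secretory signature (CISS) other than TIMP1. The topics of the interferon, cytokine, replication, mitosis and splicing lists follow process groups that the study had reported, with their directions, from these same libraries. MHC class I was not among them and was added with those results known. Those 6 lists are therefore not independent of the data. The lists were tested with camera in limma at a preset correlation between genes of 0.01 and adjusted over the 7 lists. A list's value is the median log2 fold change of its members minus the median of all tested genes.

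Lists, alternatives and the rule for named genes were fixed before the deposited file was opened, but after the study's own results from these libraries, principal components included, had been read. Named genes were TIMP1, and TIMP3, CD63 and CD74, which were singled out with it. From the intersection, the rule took genes with a mean normalised count of at least 100 whose 6 deficient libraries lay on 1 side of the 6 competent libraries, and of these the 4 highest and 4 lowest changes between deficient and competent lines. It also took the 2 highest and 2 lowest changes of CRISPR Control against WT at the same minimum, and from each list the member with the largest change past the threshold.

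Principal components were computed from the 500 most variable genes. Because both KO lines were compared with the same WT libraries, unchanged lines were simulated 20 times from the WT means to find the correlation that sharing alone gives. On simulated reads with 200 changed genes among 15987, the limma test of deficient against competent lines recovered 186 with the right direction and called 12 unchanged genes. The test of KO 1 against WT recovered 170, and the intersection recovered 165 with no unchanged gene. The simulated lines differed only in the 200 genes, changed alike in both KO lines. Calls that come from differences between clones were therefore not covered. The same simulated reads tested the later steps. Subtracting a running median along the chromosomes left 186 changed genes recovered among 15987 genes, and lowered the calls in an added block of 50 genes from 43 to 5. Removing added trends with GC content and length left 188 recovered among 15908 genes, and lowered the calls among unchanged genes from 8453 to 93. Thinning the reads to the smallest total left 185 recovered among 15987 genes.

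The alternatives were pseudocounts of 0.5 and 10, no filter or a mean of at least 50, equal library totals, quantile normalization, robust variances, only the 6 libraries of a pair, the replicate number as a block, a minimum absolute log2 fold change of 1, other reference lines, fry or an estimated correlation for the lists, and leaving out each library in turn. DESeq2 (1.42.0) and the quasi-likelihood test of edgeR (4.0.16) with TMM scaling were run on the recovered reads as alternatives, because the deposited values are not raw counts.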

Results

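To ask which transcripts depend on TIMP1, the gene of tissue inhibitor of metalloproteinases 1, RNA of the pancreatic carcinoma cell line MIA PaCa-2 was compared between 4 lines. The WT line was unmodified. The CRISPR Control line had gone through CRISPR-Cas9 editing, in which a guide RNA directs a nuclease to cut DNA, and kept an unaltered protein. TIMP1 KO 1 and TIMP1 KO 2 were a pair of knockout clones edited in exon 4. Each line had 3 libraries. Replicates 1, 2 and 3 held 28272364, 34251981 and 32928731 reads in genes in WT, and 36093563, 26908701 and 29788901 in CRISPR Control. They held 29427265, 28192201 and 35646216 in KO 1, and 35380602, 33561951 and 29468507 in KO 2. The 12 pairs of replicates of a line correlated across genes with r from 0.990 to 0.993. The sample titles name the libraries of a line as separate biological replicates. All of these pairs differed by more than counting noise, with a chi-square per gene from 4.53 to 29.5, so none was a repeated deposit of a single library, but this does not show that they came from separate cultures. The values are read counts per gene divided by a size factor per library, called normalised counts here.

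TIMP1 (ENSG00000102265.12) lies on the plus strand of chromosome X from 47582408 to 47586789 (GRCh38). Its main transcript has 6 exons, and exon 4 runs from 47585205 to 47585331. SYN1 and a long noncoding RNA overlap it on the minus strand, and their reads could be counted with it if strand was not used. The normalised count of TIMP1 was 3553 ± 274 in WT, 2690 ± 357 in CRISPR Control, 1600 ± 32.8 in KO 1 and 1161 ± 28.8 in KO 2 (mean ± SD, n = 3 each). KO 1 thus held 45.02% and KO 2 32.7% of the WT level, and CRISPR Control 75.7%. By limma the log2 fold change against WT was -1.15 (SE 0.09, adjusted p 7.24e-09) in KO 1 and -1.61 (SE 0.09, adjusted p 2.6e-11) in KO 2. It was -0.41 (SE 0.09, adjusted p 0.000769) in CRISPR Control, so the control line also lay below WT. KO 2 lay below KO 1 by a log2 fold change of -0.46 (limma, adjusted p 0.000398). All 6 libraries of the KO lines were below all 6 libraries of the competent lines. Without CRISPR Control replicate 1, CRISPR Control against WT gave -0.29, and among the settings that kept all libraries equal library totals moved a value most, KO 2 against WT to -1.52. These values measure RNA, and the protein was not analysed here. From Sanger sequencing the study reported a frameshift mutation in both KO lines, so the remaining RNA need not give working protein.

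**Figure D1:**
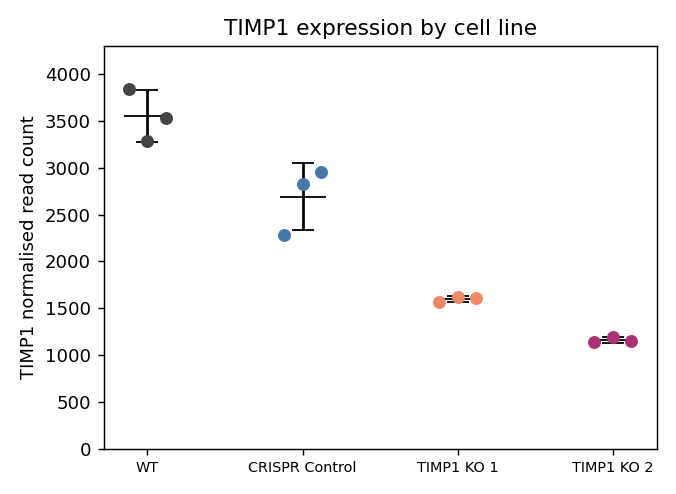
Normalised read count of TIMP1 (vertical axis) in the 3 libraries of each line (horizontal axis), with points for libraries, the long bar for the mean and the whiskers for the SD. The KO 1 libraries sit between 1562 and 1624 and the KO 2 libraries between 1136 and 1192, below the lowest competent library at 2285.

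Principal components were used to ask how the lines stood apart as a whole. Component 1 held 67.5% and component 2 18.8% of the variance of the 500 most variable genes, and component 3 held 10.6%. On component 1 the lines had means of -10.7 ± 0.953 (WT), -67.9 ± 0.242 (CRISPR Control), 42.5 ± 0.295 (KO 1) and 36.1 ± 0.547 (KO 2) (SD, n = 3 each). CRISPR Control and the KO lines therefore lay on opposite sides of WT. On component 2 the means were -34.6 ± 1.02 in WT, 15.1 ± 1.12 in CRISPR Control, -6.97 ± 0.212 in KO 1 and 26.4 ± 0.284 in KO 2. On both components the SDs within lines were far smaller than the distances between WT, CRISPR Control and either KO line. With all tested genes in place of the 500, component 1 held 58.8%.

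**Figure D2:**
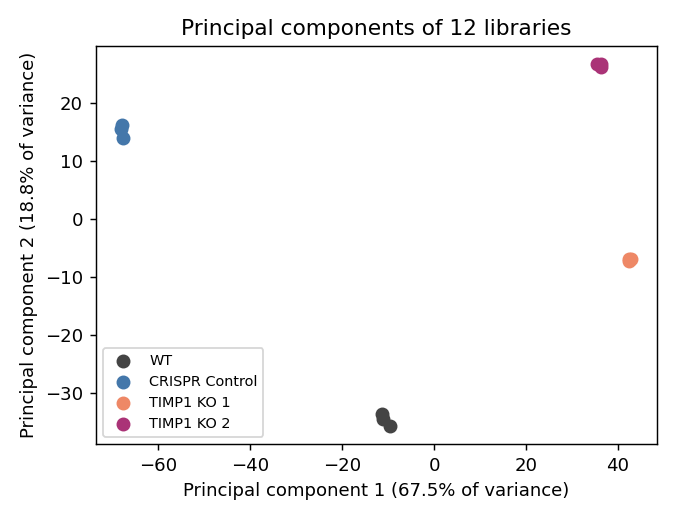
The 12 libraries on principal components 1 (horizontal axis, 67.5% of variance) and 2 (vertical axis, 18.8%), in arbitrary units and coloured by line. Libraries of a line overlap, CRISPR Control lies near -67.9 on component 1 and the KO lines near 42.5 and 36.1.

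Each pair of lines was compared gene by gene to ask how many transcripts differed. Of the 15987 genes tested by limma, 5682 differed between KO 1 and WT, with 2883 higher and 2799 lower in KO 1. Between KO 2 and WT 8791 differed, 4330 higher and 4461 lower. The CRISPR Control line, with no knockout, differed from WT in 8541 genes, 4344 higher and 4197 lower. Against CRISPR Control, 10070 genes differed in KO 1 and 10828 in KO 2. The KO lines differed from each other in 6100 genes, 2890 higher and 3210 lower in KO 2. The mean of the deficient lines differed from the mean of the competent lines in 10535 genes, by p-values that rest on the spread within lines and not between clones. A minimum absolute log2 fold change of 1 moved these counts most, to 1312 for KO 1 against WT, 2356 for KO 2 against WT and 2346 for CRISPR Control against WT. Of the 8791 genes for KO 2 against WT, 49.3% were higher, and with equal library totals in place of size factors 59.9% were higher. For KO 2 against KO 1 that share was 47.4% as deposited and 65.5% with equal totals. After quantile normalization the share fell instead, to 44.8% for KO 2 against WT and 44.7% for KO 2 against KO 1. With equal totals the median of all genes moved to 0.11 on the log2 scale for KO 2 against CRISPR Control.

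**Figure D3:**
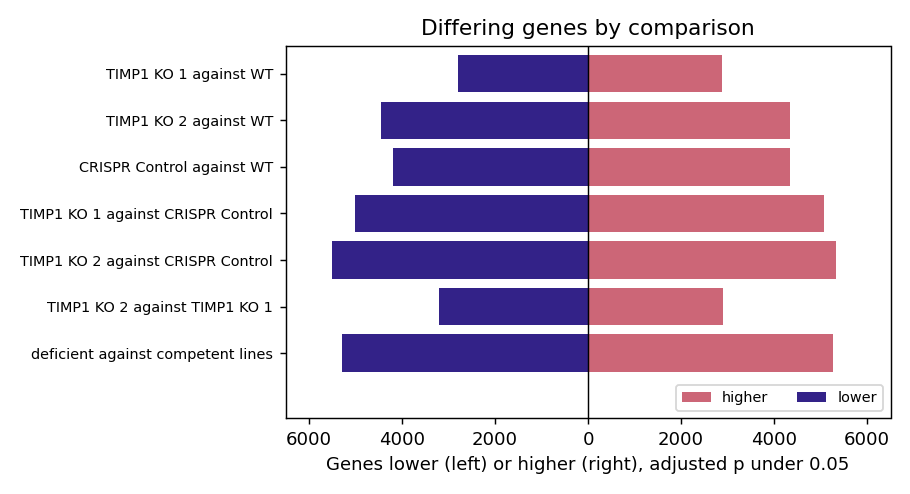
Number of genes (horizontal axis) lower (left of 0) or higher (right of 0) with a limma adjusted p under 0.05 in each comparison (vertical axis), of 15987 tested. CRISPR Control against WT, with 4344 higher and 4197 lower, is nearly as wide as KO 2 against WT.

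The log2 fold changes of KO 1 and KO 2 against WT correlated across genes with r = 0.687 (Spearman's rho 0.655), and 75.5% of genes had the same sign. Genes are not independent replicates. Both comparisons used the same WT libraries, and simulated unchanged lines that shared them gave r = 0.502 (0.478 to 0.519 over 20 simulations) and the same sign in 66.9% of genes. With separate references, r was 0.582 for KO 1 against WT with KO 2 against CRISPR Control, and 0.349 for the opposite assignment. Simulated lines with separate references gave values between -0.0222 and 0.027. With CRISPR Control as the shared reference of both KO lines, r was 0.850 and 83.4% of genes had the same sign. That sharing was not simulated. The change of CRISPR Control against WT also shares the WT libraries. It gave r = -0.098 with KO 1 against WT and 0.091 with KO 2 against WT.

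The intersection asked which genes differed from WT in both KO lines but not in the CRISPR Control. In both KO lines 4498 genes differed from WT, and 94.0% of them (4228) in the same direction. Of these, 2600 also differed between CRISPR Control and WT, 1072 in the direction of the KO lines and 1528 in the opposite direction. The remaining 1628 genes formed the intersection, 800 higher and 828 lower in the KO lines. They were 28.7% of the KO 1 genes and 18.5% of the KO 2 genes. In 1330 of them all 6 deficient libraries lay on 1 side of all 6 competent libraries, which the rules of the intersection themselves favour. The same arrangement was seen in 3953 of the 15987 tested genes (24.7%). If the 12 libraries were exchangeable, 0.216% of genes would show it. Libraries of a line resemble each other, so 0.216% is too low a baseline for lines that differ, and no excess is read from it. Against CRISPR Control, 1342 of the 1628 also differed in both KO lines. An absolute change of at least 1 on the log2 scale between deficient and competent lines was seen in 372 genes, 271 higher and 101 lower. KO 2 differed from KO 1 in 671 of the 1628, and the change was larger in KO 2 for 77.3%. A limit of 0.5 on the absolute log2 fold change of CRISPR Control, in place of its adjusted p, raised the intersection to 2565 genes. TIMP1 itself was not among the 1628 genes, because it also differed between CRISPR Control and WT (log2 fold change -0.41, limma adjusted p 0.000769).

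Genes of the intersection with the highest changes were OAS2, XAF1, HOPX and RSAD2. OAS2 (ENSG00000111335.14, chromosome 12, 112978395 to 113011723) had 15.1 ± 0.381 normalised counts in WT, 13.0 ± 1.21 in CRISPR Control, 138 ± 49.9 in KO 1 and 5153 ± 238 in KO 2 (SD, n = 3 each). Its log2 fold change between deficient and competent lines was 5.79 (SE 0.14, limma adjusted p 4.45e-17). This SE reflects the spread of libraries within lines, and the KO lines themselves differed in OAS2 by a log2 fold change of 5.27. XAF1 (ENSG00000132530.17, chromosome 17, 6755447 to 6775647) was at the floor in WT with at most 3 reads, and averaged 15.7 ± 4.73 normalised counts in KO 1 and 392 ± 2.57 in KO 2 (n = 3 each). It was at least 5.23-fold higher in KO 1 and at least 131-fold higher in KO 2 than in WT. HOPX (ENSG00000171476.23, chromosome 4, 56647989 to 56681877) rose from 10.3 ± 2.10 in WT and 10.5 ± 1.95 in CRISPR Control to 224 ± 19.7 in KO 1 and 391 ± 16.4 in KO 2 (n = 3 each), a log2 fold change of 4.72 (SE 0.14, limma adjusted p 1.27e-15). RSAD2 (ENSG00000134321.13, chromosome 2, 6865557 to 6898239) averaged 2.82 ± 2.51 in WT, 3.07 ± 0.757 in CRISPR Control, 10.6 ± 2.11 in KO 1 and 740 ± 18.95 in KO 2 (n = 3 each), with a log2 fold change of 4.66 (SE 0.27, limma adjusted p 2.16e-11). OAS2, XAF1 and RSAD2 overlap genes on the opposite strand and HOPX a gene on its own strand, whose reads could have been counted with them.

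The lowest changes were those of KANK4, COL26A1, EPHA4 and DPYD. KANK4 (ENSG00000132854.19, chromosome 1, 62236165 to 62319434) averaged 306 ± 26.96 in WT and 452 ± 61.8 in CRISPR Control (n = 3 each), had 0 reads in KO 1 and at most 2 in KO 2, and was at least 99.0-fold lower in KO 1 and at least 113-fold lower in KO 2 than in WT. COL26A1 (ENSG00000160963.14, chromosome 7, 101362875 to 101559024) fell from 1167 ± 52.7 in WT to 28.4 ± 13.97 in KO 1 and 27.6 ± 9.47 in KO 2, with 1606 ± 162 in CRISPR Control (n = 3 each). Its log2 fold change between deficient and competent lines was -5.64 (SE 0.18, limma adjusted p 2.76e-15). EPHA4 (ENSG00000116106.12, chromosome 2, 221418027 to 221574202) averaged 271 ± 43.3 in WT, 129 ± 28.3 in CRISPR Control, 2.58 ± 2.32 in KO 1 and 26.7 ± 10.9 in KO 2 (n = 3 each), with a log2 fold change of -4.42 (SE 0.32, limma adjusted p 6.25e-10). DPYD (ENSG00000188641.14, chromosome 1, 97077743 to 97995000) averaged 310 ± 40.2 in WT, 331 ± 15.99 in CRISPR Control, 4.90 ± 3.62 in KO 1 and 58.9 ± 11.8 in KO 2 (n = 3 each), with a log2 fold change of -4.19 (SE 0.21, limma adjusted p 1.82e-12). EPHA4 also lay below WT in CRISPR Control and narrowly missed the threshold there (log2 fold change -1.08, limma adjusted p 0.0533), so its place in the intersection is marginal. COL26A1 and EPHA4 overlap genes on the opposite strand, KANK4 on its own strand and DPYD on both.

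Genes that set CRISPR Control apart from WT included TNFRSF11B, COL3A1, COL1A2 and HOXC12. TNFRSF11B (ENSG00000164761.9, chromosome 8, 118923557 to 118951885) averaged 2.63 ± 1.05 in WT and 1368 ± 110 in CRISPR Control (n = 3 each), a log2 fold change of 8.59 (SE 0.39, limma adjusted p 1.4e-12). COL3A1 (ENSG00000168542.18, chromosome 2, 188974373 to 189012746) averaged 146 ± 9.48 in WT and 9786 ± 105 in CRISPR Control (n = 3 each), a log2 fold change of 6.06 (SE 0.27, limma adjusted p 1.38e-12), and microRNA genes overlap it. COL1A2 (ENSG00000164692.19, chromosome 7, 94394895 to 94431227) averaged 8217 ± 338 in WT and 8.56 ± 2.72 in CRISPR Control (n = 3 each) and had 0 reads in both KO lines. Its log2 fold change in CRISPR Control was -9.79 (SE 0.31, limma adjusted p 5.93e-15), and it was at least 2660-fold lower in KO 1 and at least 3028-fold lower in KO 2 than in WT. HOXC12 (ENSG00000123407.4, chromosome 12, 53954903 to 53958956) averaged 2897 ± 95.4 in WT, 3716 ± 176 in KO 1 and 3186 ± 82.6 in KO 2 (n = 3 each), had at most 3 reads in CRISPR Control, and was at least 920-fold lower there than in WT. COL1A2 overlaps a gene on the opposite strand.

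CD63, CD74 and TIMP3 were looked up with TIMP1. CD63 (ENSG00000135404.12, chromosome 12, 55725323 to 55729707) averaged 10387 ± 874 in WT, 20647 ± 2731 in CRISPR Control, 11325 ± 777 in KO 1 and 15624 ± 751 in KO 2 (SD, n = 3 each). It did not pass the threshold between deficient and competent lines (log2 fold change -0.13, SE 0.06, limma adjusted p 0.0727). Without CRISPR Control replicate 1 it did, at -0.19 (limma adjusted p 0.00588). The pairs of lines went in opposite directions. CD63 was higher than in WT in KO 2 (0.59, limma adjusted p 2.06e-05) and CRISPR Control (0.99, limma adjusted p 3.74e-08). It did not differ between KO 1 and WT (0.13, limma adjusted p 0.304). Against CRISPR Control it was lower in KO 1 (-0.86, limma adjusted p 1.26e-07) and KO 2 (-0.39, limma adjusted p 0.000805). A gene on the opposite strand overlaps CD63. CD74 (ENSG00000019582.17, chromosome 5, 150401637 to 150412969) averaged 5.29 ± 0.470 in WT, 25.8 ± 6.38 in CRISPR Control, 7.40 ± 3.66 in KO 1 and 110 ± 10.1 in KO 2 (n = 3 each). Its log2 fold change between deficient and competent lines was 1.19 (SE 0.25, limma adjusted p 0.000345), but KO 1 did not differ from WT (0.30, limma adjusted p 0.54) and CRISPR Control did (2.07, limma adjusted p 6.89e-05). TIMP3 had a mean of 8.68 normalised counts over the 12 libraries, under the minimum of 10, and was not tested.

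Gene lists were compared between deficient and competent lines to ask whether processes of immune defence and cell division, and the other CISS factors, changed together. The interferon, cytokine, replication, mitosis and splicing lists follow process groups that the study had reported from these same libraries, and MHC class I was added with those results known. None of these lists is an independent test. Interferon-stimulated genes had a median change of 2.63 on the log2 scale above that of all genes (camera adjusted p 2.99e-20). By limma, 44 of the 45 members tested were higher, 1 was lower, and 45 passed when adjusted over the list alone. The list stood at 1.32 in KO 1 against WT (camera adjusted p 4.58e-17) and at 3.58 in KO 2 against WT (camera adjusted p 2.47e-28). Cytokines and innate defence genes changed by 0.64 (camera adjusted p 0.000134), with 29 of 47 higher and 8 lower, and 38 past the threshold when adjusted over the list alone. That list stood at 0.23 in KO 1 against WT (camera adjusted p 0.0149) and 0.99 in KO 2 against WT (camera adjusted p 1.16e-08). Against CRISPR Control it did not pass the threshold in KO 1 (0.23, camera adjusted p 0.212). Antigen presentation by MHC class I changed by 1.02 (camera adjusted p 3.26e-07), with 16 of 20 higher and 0 lower, and 16 past the threshold when adjusted over the list alone. It stood at 0.57 in KO 1 (camera adjusted p 9.05e-08) and 1.28 in KO 2 against WT (camera adjusted p 1.01e-07). The value of the interferon list moved most with a pseudocount of 10, to 2.26.

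The remaining lists fell or did not pass the threshold. DNA replication changed by -0.75 (camera adjusted p 2.59e-17), with 49 of 49 members lower, 0 higher, and 49 past the threshold when adjusted over the list alone. Mitosis and chromosome segregation changed by -0.62 (camera adjusted p 7.19e-16), with 58 of 59 lower and 1 higher, and 59 when adjusted over the list alone. RNA splicing changed by -0.30 (camera adjusted p 1.98e-07), with 49 of 64 lower and 2 higher, and 53 when adjusted over the list alone. CISS factors other than TIMP1 changed by 0.43 and did not pass the threshold (camera adjusted p 0.149), with 10 of 17 higher and 6 lower, and 16 when adjusted over the list alone. Against WT these factors stood at only 0.08 in KO 1 (camera adjusted p 0.227) and 0.01 in KO 2 (0.428). Against CRISPR Control they stood at 0.54 in KO 1 (camera adjusted p 0.12) and 0.50 in KO 2 (0.178). The value of 0.43 thus came mostly from the low CRISPR Control line. They passed with a minimum mean of 50, at 0.58 (camera adjusted p 0.0209), and under fry, over a range of adjusted p from 1.05e-05 to 0.518 across alternatives. Between deficient and competent lines, the 6 lists past the threshold also held under fry and under camera with an estimated correlation, where the largest adjusted p was 0.0359. With an estimated correlation, mitosis (adjusted p 0.0551) and splicing (0.0782) did not pass in KO 1 against WT, and no list passed in KO 1 against CRISPR Control, where the smallest adjusted p was 0.0936. In CRISPR Control against WT none of the 7 lists passed under camera, and the smallest adjusted p was 0.125, for DNA replication. Single members still differed there by limma, in both directions. Of the interferon list 18 were higher and 12 lower, of the cytokine list 15 and 16, and of DNA replication 3 and 21. At an unadjusted p under 0.05, 1 list (DNA replication) passed there. Under fry 3 lists passed in that comparison, DNA replication (adjusted p 0.0018), CISS factors (0.00739) and cytokines (0.0441). In all 7 lists, CISS factors included, the medians of the 6 deficient libraries lay on 1 side of those of the 6 competent libraries. The intersection held only part of each list: 13 interferon, 7 cytokine, 5 MHC class I, 22 replication, 20 mitosis, 15 splicing and 3 CISS members.

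**Figure D4:**
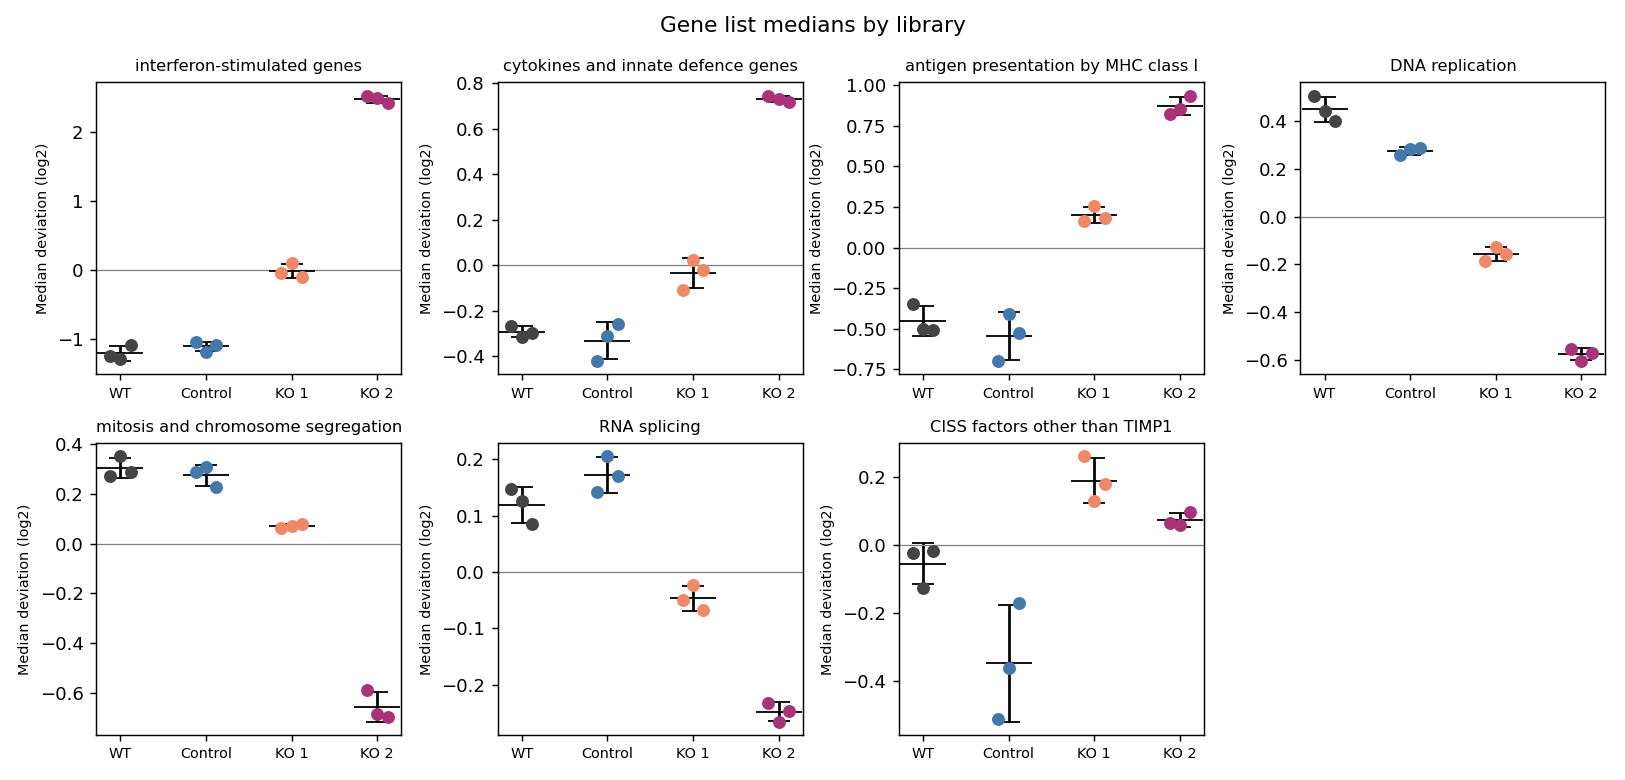
Median deviation of each list's members from their mean over all libraries (vertical axes, log2, with separate scales) in the 3 libraries of each line (horizontal axes), with points for libraries, the long bar for the mean and the whiskers for the SD. The interferon-stimulated list lies at -1.21 in WT, -1.11 in CRISPR Control, -0.01 in KO 1 and 2.48 in KO 2.

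The single members given here had the largest change of their list, so they show 1 extreme and not the range. For the interferon list this member was OAS2, described above. HLA-B (ENSG00000234745.14, chromosome 6, 31353872 to 31367067) averaged 598 ± 26.02 in WT, 528 ± 89.9 in CRISPR Control, 2395 ± 54.3 in KO 1 and 12988 ± 1585 in KO 2 (SD, n = 3 each), with a log2 fold change of 3.31 (SE 0.08, limma adjusted p 2.66e-17). Its reads can be split with other class I genes. CXCL5 (ENSG00000163735.7, chromosome 4, 73995642 to 73998677) went against its list and averaged 281 ± 91.4 in WT, 13.4 ± 9.31 in CRISPR Control and 2.00 ± 1.80 in KO 2 (n = 3 each). In KO 1 it had at most 1 read and was at least 91.1-fold lower than in WT. GINS2 (ENSG00000131153.9, chromosome 16, 85676198 to 85690073) averaged 1258 ± 112 in WT, 1414 ± 159 in CRISPR Control, 609 ± 44.03 in KO 1 and 401 ± 34.1 in KO 2 (n = 3 each), with a log2 fold change of -1.43 (SE 0.07, limma adjusted p 2.8e-12). PLK1 (ENSG00000166851.15, chromosome 16, 23677656 to 23690367) averaged 6304 ± 290 in WT, 7466 ± 810 in CRISPR Control, 4767 ± 229 in KO 1 and 2207 ± 71.3 in KO 2 (n = 3 each), with a log2 fold change of -1.08 (SE 0.05, limma adjusted p 2.8e-12). PRPF19 (ENSG00000110107.9, chromosome 11, 60890547 to 60906585) averaged 8660 ± 682 in WT, 10405 ± 609 in CRISPR Control, 6095 ± 49.5 in KO 1 and 4863 ± 311 in KO 2 (n = 3 each), with a log2 fold change of -0.80 (SE 0.05, limma adjusted p 1.1e-10). VCAN (ENSG00000038427.16, chromosome 5, 83471618 to 83582303) averaged 24.6 ± 3.27 in WT, 44.5 ± 9.84 in CRISPR Control and 5.86 ± 2.87 in KO 2 (n = 3 each). In KO 1 it had at most 2 reads and was at least 7.96-fold lower than in WT. Genes on the opposite strand overlap CXCL5, GINS2, PLK1 and VCAN, and 2 genes on its own strand and 2 on the other overlap HLA-B.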

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

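The tests in this part were chosen after the differences between the KO lines had been seen. The items here are those for which the KO lines differed from each other in the limma test of KO 2 against KO 1, which compares their changes directly.

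Of the 7 lists, 6 differed between the KO lines. The interferon-stimulated list was 2.47 higher in KO 2 on the log2 scale, cytokines and innate defence genes 0.75 and antigen presentation 0.61. DNA replication changed by -0.43, mitosis and chromosome segregation by -0.72 and RNA splicing by -0.19. Under camera these had adjusted p-values from 1.17e-33 to 1.81e-05, and antigen presentation and splicing did not pass with an estimated correlation (0.0549 and 0.0766). Depth alone does not account for this: after the reads were thinned to the smallest total, the interferon difference was 2.47 (2.46611). Gene length and GC content also do not account for it, since removing both trends left 2.47 (2.46505). Over the comparison of deficient with competent lines, all 6 lists past the threshold kept their call and direction after that removal. With equal library totals the median of all genes lies at 0.09 for KO 2 against KO 1, and list values are given relative to that median.

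A candidate explanation for the interferon difference is that KO 2 cells transcribe an interferon gene. Of 22 interferon genes, 1 (IFNB1) was above the floor in the 3 KO 2 libraries and in no other library, with 6 to 20 reads. The interferon genes named here were chosen after their values were seen. IFNL1 had 129 to 183 reads in KO 2 and 6 to 15 in KO 1, and at most 2 in WT and 6 in CRISPR Control. IFNL2 had 78 to 116 reads in KO 2 and at most 2 in KO 1, 3 in WT and 8 in CRISPR Control. IFNL3 had 76 to 128 in KO 2 and at most 5 in KO 1, 0 in WT and 5 in CRISPR Control. IFNL2 and IFNL3 are near-identical copies, so their split is uncertain. These counts are what the hypothesis needs, but whether they precede or follow the other changes was not tested. KO 1 also had a raised interferon list. There IFNB1 had at most 1 read and IFNL2 and IFNL3 no more than CRISPR Control at its highest, but IFNL1 was above the floor in all 3 libraries, so the cause of the rise in KO 1 stays open.

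Genes named in the report differed in the same test. OAS2 was higher in KO 2 by a log2 fold change of 5.27, XAF1 by 4.60, RSAD2 by 6.01, HLA-B by 2.43 and HOPX by 0.80. CD74 was higher by 3.83 and CD63 by 0.47. EPHA4 was higher by 3.19 and DPYD by 3.499, both nearer to WT in KO 2 than in KO 1. TIMP1 was lower in KO 2 by -0.46, GINS2 by -0.60, PLK1 by -1.11 and PRPF19 by -0.33. VCAN (fitted 1.48, at least 1.90-fold higher) and COL3A1 (fitted 1.60) set at most 10 and 4 reads in KO 2 against a line at the floor. TNFRSF11B (fitted 1.24) was at or under the floor of 3 reads in both lines, so that its difference is not measurable here. TIMP1 RNA was lower in KO 2 than in KO 1. The study reported frameshift mutations in both KO lines, so this RNA level is not a measure of working protein. The level of TIMP1 RNA and differences between clones cannot be told apart with 1 clone per knockout.

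CD74 was raised in KO 2 and, by less, in CRISPR Control, which keeps TIMP1. Activation of the MHC class II programme may explain this, but of 9 class II genes 2 were above the floor in all KO 2 and CRISPR Control libraries, CIITA and HLA-DMA, and both were above it in WT too. HLA-DPA1 had 17 to 32 reads in KO 2 alone and HLA-DRA at most 1 read in any line. The low counts keep this open.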

How the results depend on the processing

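The 3 TIMP1 changes, the 7 list values and the correlation of the KO lines kept their sign under every alternative run. Gene counts and variance shares have no sign. The share of differing genes that were higher did change with equal library totals, from 47.4% to 65.5% for KO 2 against KO 1 and from 49.3% to 59.9% for KO 2 against WT. Quantile normalization moved this share the other way, to 44.7% for KO 2 against KO 1 and 44.8% for KO 2 against WT. Counts under DESeq2 and edgeR on recovered reads were close to those of limma, with 5894 and 5796 for KO 1 against WT, 8542 and 8475 for CRISPR Control against WT, and 1676 and 1697 for the intersection. With only the 6 libraries of a pair in the fit, the counts rose to 7087 for KO 1 against WT and 7013 for KO 2 against KO 1. After trends with GC content and length were removed, in the 15908 genes with these values, they rose to 7217 and 8543. As 2 groups of 6 libraries the deficient against competent comparison gave 7028 genes.

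Counts fell with a minimum absolute log2 fold change of 1, because fewer genes can pass: to 1312 (KO 1 against WT), 2356 (KO 2 against WT), 2346 (CRISPR Control against WT), 3383 (KO 1 against CRISPR Control), 3919 (KO 2 against CRISPR Control), 1319 (KO 2 against KO 1), 2324 (deficient against competent) and 285 (intersection). With the limit of 0.5 on CRISPR Control the intersection rose to 2565. The variance share of component 1 was 72.2% with a pseudocount of 10 and 58.8% with all tested genes, and the cause was not tested. The correlation of the KO fold changes was 0.632 without a filter, 0.700 with a mean of at least 50 and 0.731 after quantile normalization (the cause was not tested). It was 0.582 and 0.349 with separate references, which remove the shared libraries. CISS factors passed the threshold with a mean of at least 50 (0.58, adjusted p 0.0209) and under fry (0.43, adjusted p 1.05e-05), over a range of adjusted p from 1.05e-05 to 0.518 across alternatives. The cause was not tested.

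Across the 12 fits that each left out 1 library, component 1 held from 62.0% to 71.3%, component 2 from 15.8% to 22.3%, and the correlation ran from 0.679 to 0.694. The gene counts ran from 4581 to 6229 for KO 1 against WT, 7737 to 9190 for KO 2 against WT, 7427 to 8597 for CRISPR Control against WT and 1351 to 1990 for the intersection. The 6 lists past the threshold stayed past it in all 12. Among single genes, CD63 alone changed its call, without CRISPR Control replicate 1 (-0.19, adjusted p 0.00588, beside 0.0682 to 0.757 over the settings that kept all libraries).

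The replicate numbers are shared between lines, but the libraries with the same number did not deviate together: the correlations of their deviations ran from -0.129 to 0.160, and 2 of 18 were over 0.1. With the replicate number as a block the counts were 5602, 8714 and 8490 for KO 1, KO 2 and CRISPR Control against WT, 5975 for KO 2 against KO 1, 10520 for deficient against competent lines and 1608 for the intersection, and no call of a list or named gene changed.

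Reads thinned to the smallest total, chosen after seeing the data, gave 8418 genes for CRISPR Control against WT and 1623 for the intersection. Depth limits the genes near the floor, for which folds are bounds. With members at the floor set to their bound, the cytokine list in KO 2 against KO 1 was 0.72, and the other list medians computed this way were the same.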

Other observations

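The tests along the chromosomes, of genes silent in some lines and of exchanged roles were prompted by patterns already seen. The depth test was chosen after its result was seen.

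The CRISPR Control line differed from WT in 8541 genes, about as many as KO 2. Depth does not explain this, because 8418 genes differed after all libraries were thinned to the smallest total. Of the 10 splits of the 6 libraries of each pair, 1 (the real split) gave as many genes, in all 6 pairs, and the other splits gave 0 genes. With 10 splits the share cannot fall below 0.1. For deficient against competent lines and for the intersection, 1 of 100 random assignments of the 12 libraries to lines gave as many genes, the real one. Mixing libraries of different lines widens the spread within groups, so the real assignment was favoured in advance. These tests show that libraries of a line resemble each other, and they do not bear on what parts the KO lines from the competent lines.

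For the lists these assignments decide little. A camera p as small came in 5 of 100 for interferon-stimulated genes, 18 for cytokines and innate defence genes, 2 for antigen presentation, 3 for DNA replication, 13 for mitosis, 8 for splicing and 18 for CISS factors. Camera sets a list against the other genes rather than against the spread within lines. A high count is therefore not evidence that libraries of a line differ by chance. An assignment that puts most libraries of KO 2 on 1 side may keep much of a list's difference, but this was not tested. It would not hold for CISS factors, whose mean was 0.07 in KO 2, between 0.19 in KO 1 and -0.35 in CRISPR Control. The interferon list's medians ran from 2.43 to 2.53 in the KO 2 libraries, from -0.10 to 0.10 in KO 1 and from -1.29 to -1.05 in the competent lines.

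Differences between clones that do not depend on TIMP1 may account for part of the intersection. The rule was run with the roles of the lines exchanged. When it parted the KO lines from the competent lines it gave 1628 to 2882 genes over the 4 choices of roles. When it parted WT and KO 1 from CRISPR Control and KO 2 it gave 819 to 1331, and for the last split 143 to 372. There are only 3 such splits, and the highest count of the other splits, 1331, is not far below, so loss of TIMP1 and differences between clones cannot be told apart for these genes. The shared WT libraries alone do not give the correlation of the KO lines, since the lower value with separate references was still 0.349, beside values within 0.027 of 0 in simulation.

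Genes close together on a chromosome moved together. Among 308 windows of 50 genes, between 5 and 24 per pair of lines had a median beyond the range of 100 shuffles of the genes. The largest was on chromosome 14 from 23469679 to 31130996, with a median of 0.93 in KO 2 against CRISPR Control, 0.89 in KO 1 against CRISPR Control and -0.64 in CRISPR Control against WT. Copy number differences between clones may be a cause, but the smallest count, 5 windows, shows only that neighbouring genes moved together, which clusters of jointly regulated genes would give too. DNA was not analysed here, so these cannot be told apart. Blocks of neighbouring genes shared by both KO lines do not account for the whole intersection: after a running median over 51 genes was subtracted, 1680 genes met the rule, 988 of them in the original set.

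There were 21 genes at or under 3 reads in every library of some lines and at 50 normalised counts or more in every library of the others. Both KO lines alone were silent for 5 of them, and 0 genes followed either other split of the lines into pairs. CRISPR Control alone, which keeps TIMP1, was silent for 4. Silence in 3 lines of 4 was seen for 12 genes in all, 5 expressed in WT alone, 5 in CRISPR Control alone and 2 in KO 2 alone. Loss of TIMP1 may explain the 5, but a pair of clones with silencing events in common could show the same, and the few genes do not separate these.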
